A study of Drosophila melanogaster with 4 samples.

How the data were processed

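The assay was CUT&RUN, in which an antibody tethers a protein A and micrococcal nuclease fusion to a chromatin protein and the DNA released around the bound sites is sequenced. The antibody recognised Maleless (MLE), an RNA helicase of the male dosage compensation complex of Drosophila melanogaster. Per the labels, whole male embryos came from crosses with meiotic drive stocks. Their mothers carried the maternal driver MTD-GAL4 with either an RNAi construct against GFP (control) or one against CLAMP, a GA-repeat binding protein. Embryos were 0-2 h old, before the maternal to zygotic transition, or 2-4 h old. The titles of both 2-4 h samples call them pre-transition, whereas the series design calls that age post-transition. Samples were grouped by the age in hours and the genotype of the mother, which the titles, descriptions and age labels give alike.

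There were 4 peak lists, 1 per group. The design text speaks of replicates for each genotype and age, but no list of a single replicate was analysed here. Whether and how replicates were pooled before peaks were called is not stated. Peak names, per the deposited files, show that each list came from 1 sorted alignment with duplicates removed. The alignment names held 2 numbers for control 0-2 h, 2 for CLAMP RNAi 0-2 h, 4 for control 2-4 h and 0 for CLAMP RNAi 2-4 h, and what these numbers stand for is not stated. Each list had 5 columns, namely sequence name, start, end, peak name and score. The peak caller, its version and threshold, any control library and the genome build are not stated in the labels, and no column of fold enrichment, p-value, q-value or summit was used here.

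The score is the authors' own value for each peak, as deposited, a whole number of at least 13 in each of the 4 lists. A lowest score of 13 is what 10 times the negative log10 of a q-value of 0.05 would give after truncation, but the labels do not say what the score is. It was used only to rank, filter and describe peaks within a list. The values of a score in one list and in another are not on a common scale.

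A peak interval was given several times where the caller had split it, and such repeats were collapsed to 1 interval with its highest score. The repeats collapsed numbered 2523 in control 0-2 h, 1555 in CLAMP RNAi 0-2 h, 2697 in control 2-4 h and 68 in CLAMP RNAi 2-4 h. Comparisons used the 6 arms X, 2L, 2R, 3L, 3R and 4. Intervals on the Y were counted separately. Gaps in the running peak numbers show that peaks on other sequences were called and are not analysed here. Coordinates are printed 1-based.

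A peak counted as found in a second list when it shared at least 1 base with a peak there. As a reference, the second list was shifted along its chromosomes by a random distance 100 times and the overlap was counted again. Shares carry exact Clopper-Pearson 95% intervals and differences of shares carry Newcombe 95% intervals. These intervals cover counting error over peaks only, not variation between embryos or libraries. With 1 list per group, no test between groups was made that accounts for variation between samples, and no p-value is given. An interval of a difference between lists that includes or excludes 0 compares those lists, not the genotypes. Where peaks were ranked by score, equal scores were put in random order with a fixed seed, since a sort by chromosome would place X peaks last. The X share of the genome was taken as the largest X coordinate over the sum of the largest coordinates of the 6 arms, from the lists and the gene table.

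Genes came from a table of RefSeq genes of Release 6 of the genome, with 17684 genes on the 6 arms. Because no build is named, the match of coordinates was checked in the data. The highest peak end lay at between 99.99% and 100.4% of the last gene end on the 5 large arms. All peak midpoints of an arm were also shifted in steps of 2000 bp up to 1 Mb to either side. The lowest share within 500 bp of a gene end lay within 2 steps of the unshifted position on each of these arms. On the X it was 13.57% at a shift of 2000 bp and 14.7% unshifted, against a mean of 16.55% (SD 0.4694 over 1001 shifts). The lowest share lay at -2000 bp on 2L, 2R and 3L and at -4000 bp on 3R, not at the unshifted position itself. Coordinates of the table are not printed. The table gives neither strand nor exons, and no genome sequence was used here. The planned classes of promoter, UTR, exon and intron were therefore replaced by distance to either end of a gene, and the planned share of peaks with a GA repeat was not analysed. Midpoints stood in for summits. Random positions, 20 per peak on the same chromosome, gave the reference for positions.

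Named loci and peaks followed a rule fixed before the data were examined. The rule covers peaks within 1000 bp of roX1, roX2, mle, Clamp, msl-1, msl-2, msl-3, mof, Sxl, tra, dsx and fru. For each age it also covers the 2 strongest peaks of the control list alone, of the CLAMP RNAi list alone, and of the control list with a CLAMP RNAi peak. The rule named the p-value column for ranking, and the score took its place.

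Scores up to about 130 fell on a small set of values, called steps here, that each recur in many peaks. Steps of this kind arise when whole numbers of overlapping fragments are scored against 1 constant background. A Poisson model of this scoring was fitted to the steps of each list to recover the background, in fragments per position (background pileup), with and without a term for the rank of the score in the list. On 5 simulated lists with a known background, the largest error was 12.9% with that term and 15.4% without it. The model assumes that the score is a truncated q-value on the scale given above. A step was a score held by at least 15 peaks and at least 3 times as many as its neighbours. Scores between steps are those that the constant background does not give.

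Alternatives fixed before the data were examined were all deposited lines, merging of peaks within 200 bp, covered bases in place of peak numbers, an overlap of at least 50% of both peaks, and windows of 200 bp and 1000 bp at gene ends. Alternatives added after the data were examined were a score of at least 50, lists of equal length by score, the upper 50% of scores, the 1000 strongest peaks, midpoints within 200 bp, a difference standardised over score deciles, and leaving out peaks 376 to 382 bp wide. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlap, interval and fitting code was tested on simulated data.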

Results

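Genomic sites of the RNA helicase Maleless (MLE) were profiled by CUT&RUN in male Drosophila embryos from control mothers and from mothers depleted of CLAMP by RNAi. Embryos were collected at 0-2 h and 2-4 h, on either side of the maternal to zygotic transition. Each of the 4 groups was represented by 1 list of called peaks, so differences between lists have no replicate check. Intervals in this section are 95% intervals of counting error.

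The control 0-2 h list held 28246 peaks on the X and autosome arms, covering 9.81 Mb. The CLAMP RNAi 0-2 h list held 22489 peaks over 7.47 Mb. At 2-4 h the control list held 25026 peaks over 8.88 Mb and the CLAMP RNAi list 15890 peaks over 4.66 Mb. The CLAMP RNAi minus control difference was -5757 peaks at 0-2 h and -9136 peaks at 2-4 h, before any account of depth. Requiring a score of at least 50, on a scale that differs between lists, moved these numbers most, down to 3887 peaks in CLAMP RNAi 2-4 h. Median peak width was 364 bp in control 0-2 h, 366 bp in CLAMP RNAi 0-2 h, 375 bp in control 2-4 h and 245 bp in CLAMP RNAi 2-4 h.

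Read numbers per list were not used here, but the scores carried information on depth. Weak peaks fell on score steps, which were close together in both control lists and in CLAMP RNAi 0-2 h and far apart in CLAMP RNAi 2-4 h. There were 25 steps up to a score of 130 in control 0-2 h, 27 in CLAMP RNAi 0-2 h, 35 in control 2-4 h and 12 in CLAMP RNAi 2-4 h. The background pileup fitted to these steps was 8.71 in control 0-2 h, 10.9 in CLAMP RNAi 0-2 h, 21.9 in control 2-4 h and 1.06 in CLAMP RNAi 2-4 h. The ratio of CLAMP RNAi to control was 1.25 at 0-2 h, with limits of 0.963 and 1.62 when the largest fit error of the simulated lists is applied to both. At 2-4 h this ratio was 0.0485, with limits of 0.0374 and 0.0629, so the fitted background of the CLAMP RNAi list was 20.6-fold lower, under a model that takes the calling settings, which are not stated, to be the same in each list. Comparisons at 2-4 h therefore set a list of low background against the list with the highest one.

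**Figure D1:**
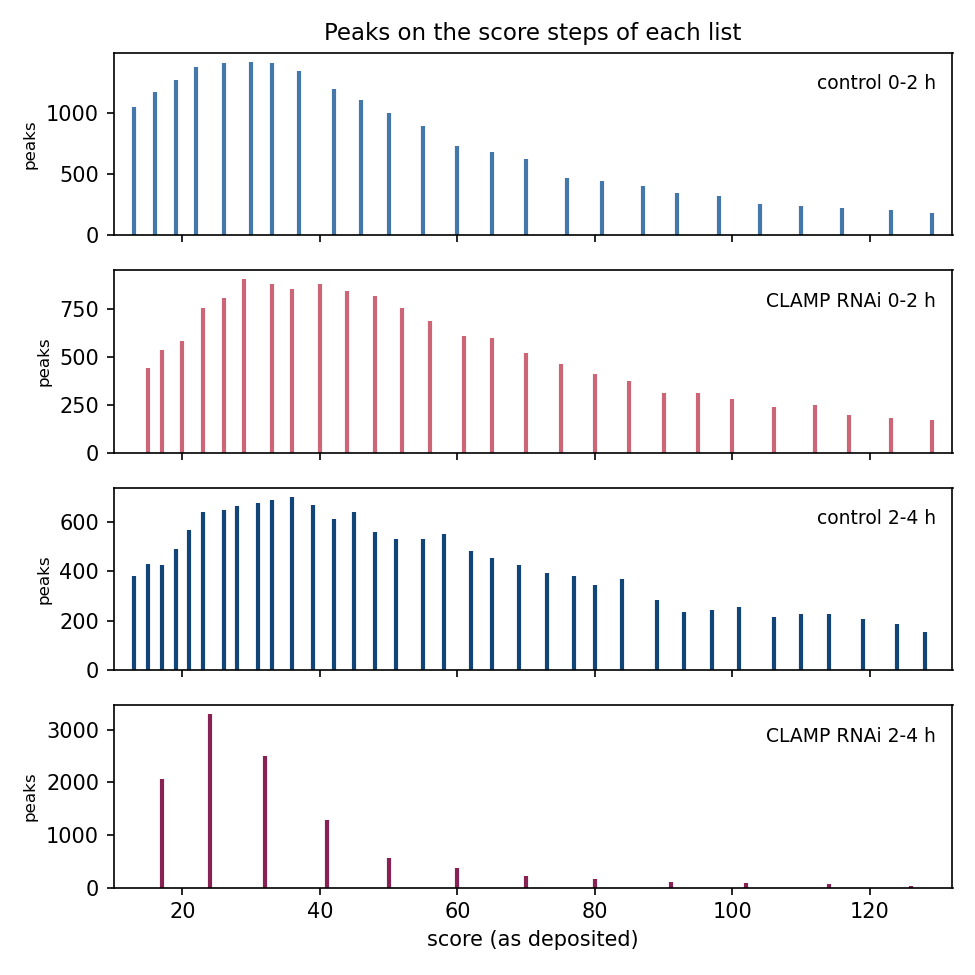
Number of peaks (vertical axis) on each score step (horizontal axis, score as deposited) in the 4 peak lists, 1 panel per list. The 12 steps of CLAMP RNAi 2-4 h start at scores of 17 and 24 and are wider apart than the 35 steps of control 2-4 h.

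MLE belongs to the dosage compensation complex, which acts on the male X, and the share of peaks on the X was compared first. The X held 23.6% (23.1% to 24.1%) of control 0-2 h peaks and 25.9% (25.3% to 26.5%) of CLAMP RNAi 0-2 h peaks. At 2-4 h it held 24.5% (24.0% to 25.1%) of control peaks and 26.2% (25.5% to 26.9%) of CLAMP RNAi peaks. Each share was above the 17.6% that the X makes up of the summed arm coordinates. That reference is of length only and takes no account of the lower copy number of the X than of the autosomes in males. In control 0-2 h the X carried 282.7 peaks per Mb, and the large autosome arms carried from 184.6 (2R) to 205.6 (3R). The share was higher in CLAMP RNAi than in control at both ages, by 2.35 and 1.68 percentage points, in lists that were also shorter. The alternative that moved it most was the restriction to the 1000 strongest peaks, where the X held 35.4% in control 0-2 h, 34.8% in CLAMP RNAi 0-2 h, 35.6% in control 2-4 h and 33.6% in CLAMP RNAi 2-4 h. Among these strongest peaks the difference between CLAMP RNAi and control was -0.6 points (-4.78 to 3.58) at 0-2 h and -2.0 points (-6.16 to 2.17) at 2-4 h, not distinguishable from 0 at these numbers. The higher X share with CLAMP RNAi did not hold at 2-4 h once lists were cut to the same length of 15890 peaks, where control had 27.1% and CLAMP RNAi 26.2%.

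**Figure D2:**
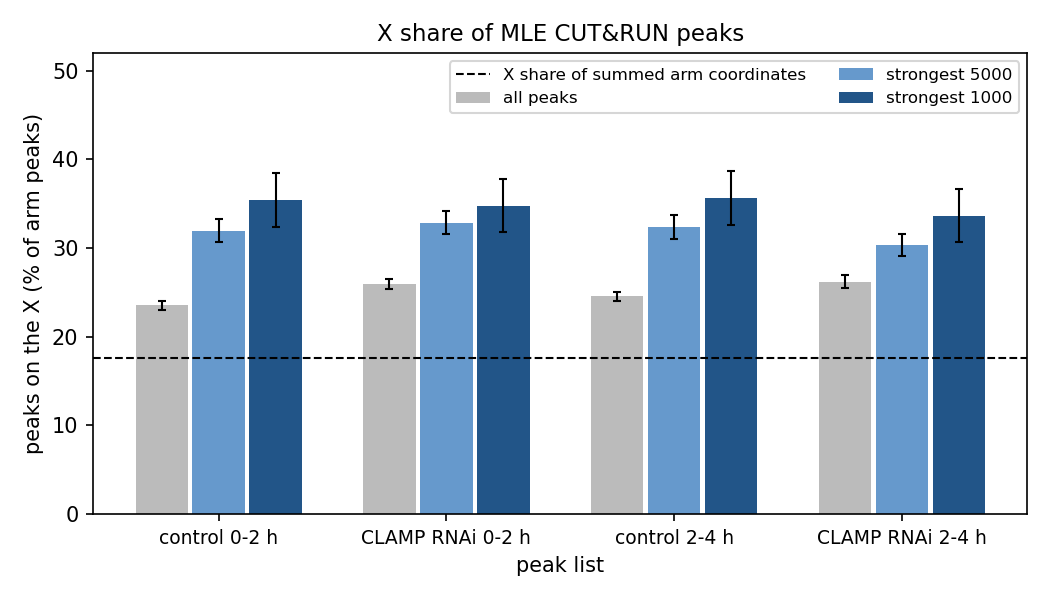
Percentage of arm peaks on the X (vertical axis) for each list (horizontal axis), for all peaks, the 5000 strongest and the 1000 strongest, with 95% Clopper-Pearson intervals as error bars. All bars lie above the dashed line at 17.6%, the X share of the summed arm coordinates, and they rise with peak strength in each list.

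Whether control sites stayed bound without maternal CLAMP was addressed by overlap. At 0-2 h, 16416 of 28246 control peaks, or 58.1% (57.5% to 58.7%), shared at least 1 base with a CLAMP RNAi peak. Shifted placements gave a mean of 11.7% (range 11.1% to 12.6% over 100 placements). At 2-4 h the share was 40.6% (40.0% to 41.3%), or 10169 of 25026 peaks, against a mean of 7.96% for shifted placements (range 7.56% to 8.46%). The control lists of both ages, which share the genotype, also differed from each other: 64.8% (64.3% to 65.4%) of control 0-2 h peaks had a control 2-4 h peak, against 13.3% for shifted placements. In the other direction, 26.0% (25.4% to 26.5%) of control 2-4 h peaks had no control 0-2 h peak, against 84.9% for shifted placements. Overlap moved most when the control peaks looked up were restricted to the upper 50% of scores, which raised the 0-2 h share to 81.9% and the 2-4 h share to 60.6%.

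Overlap depended on peak strength. In the lowest score decile of control 0-2 h, 27.2% (25.5% to 28.8%) of peaks were found in CLAMP RNAi 0-2 h and 32.4% in control 2-4 h. In the highest decile these shares were 99.9% (99.7% to 99.99%) and 100%. For control 2-4 h peaks looked up in CLAMP RNAi 2-4 h, the share rose from 15.9% (14.5% to 17.4%) in the lowest decile to 94.2% (93.2% to 95.1%) in the highest. In the decile below the highest, 74.6% (72.9% to 76.3%) of control 2-4 h peaks were found in CLAMP RNAi 2-4 h and 99.4% in control 0-2 h. Of the strongest 1% of control peaks, 282 of 282 had a CLAMP RNAi peak at 0-2 h and 247 of 250 at 2-4 h.

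**Figure D3:**
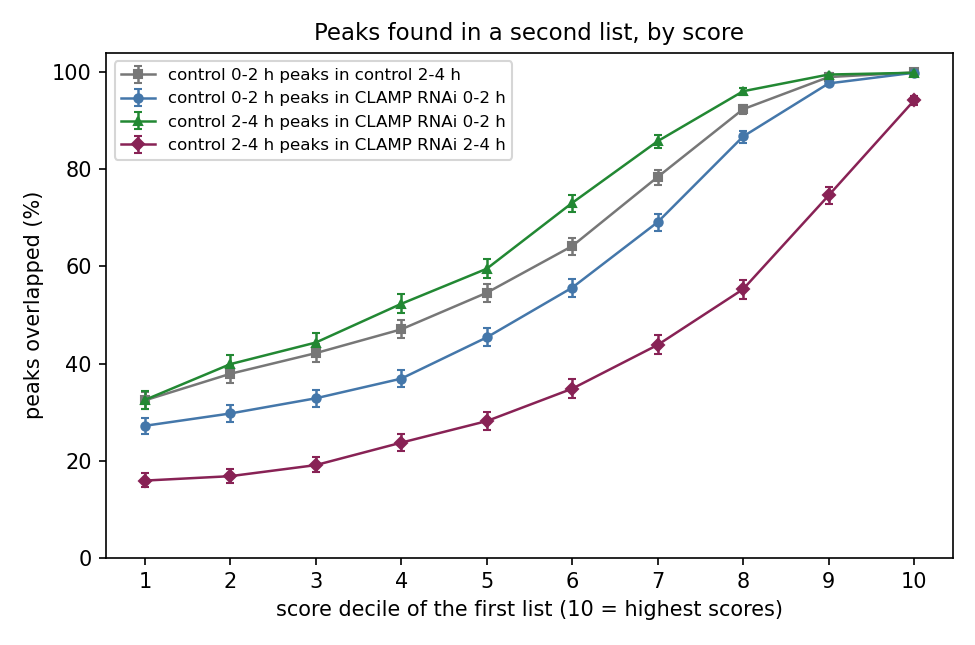
Percentage of peaks of a first list that share at least 1 base with a peak of a second list (vertical axis) by score decile of the first list (horizontal axis), with 95% Clopper-Pearson intervals. Of the 4 pairs plotted (control 0-2 h peaks in control 2-4 h and in CLAMP RNAi 0-2 h, control 2-4 h peaks in CLAMP RNAi 0-2 h and in CLAMP RNAi 2-4 h), overlap rises with score in each, and the last runs lowest, from 15.9% to 94.2%.

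Peaks of the CLAMP RNAi lists without a control peak made up 25.6% (25.03% to 26.18%) at 0-2 h and 35.0% (34.3% to 35.8%) at 2-4 h. Shifted placements gave 85.2% and 87.5%. Of the strongest 1% of CLAMP RNAi peaks, 1 of 224 had no control peak at 0-2 h and 1 of 158 at 2-4 h. In the highest score decile, 99.3% (98.9% to 99.6%) of CLAMP RNAi peaks had a control peak at 0-2 h. At 2-4 h this share was 93.4% (92.1% to 94.6%). In the decile below the highest the shares were 99.2% at 0-2 h and 87.7% at 2-4 h. A low background of the list searched does not account for the missing peaks at 2-4 h, since control 2-4 h had the highest fitted background.

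Control peaks on the X were found in the CLAMP RNAi list more often than control peaks on autosomes. At 0-2 h the shares were 67.7% (66.5% to 68.8%) on the X and 55.2% (54.5% to 55.8%) on autosomes, a difference of 12.5 points (11.2 to 13.8). At 2-4 h they were 48.7% (47.4% to 50.0%) and 38.0% (37.3% to 38.7%), a difference of 10.7 points (9.25 to 12.1). The same difference for control 0-2 h peaks looked up in control 2-4 h was 10.4 points (9.13 to 11.6), without any change of genotype. Peaks are denser on the X, and shifted placements alone gave a difference of 7.63 points at 0-2 h (range 5.93 to 10.05 over 100 placements), 5.23 points at 2-4 h (range 3.92 to 6.94) and 7.47 points between the control lists (range 5.87 to 10.48). X peaks also had higher scores, and standardising over score deciles lowered the difference to 6.16 points at 0-2 h and 4.52 points at 2-4 h, the largest move among the alternatives. These standardised values lay within the ranges that shifted placements gave when standardised alike, 5.61 to 9.64 and 3.70 to 6.63 points. That reference cannot decide, because it takes no peak as truly shared, whereas chance acts only on peaks that are not shared. Between the control lists the standardised difference, 4.84 points, lay below its range of 5.51 to 10.06. Taking out chance overlap, without standardising for score, left 10.5 points at 0-2 h and 8.17 at 2-4 h. Between the control lists it left 8.91 points. A difference beyond both peak score and peak density was not tested and stays open.

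With lists cut to the same length of 15890 peaks, control 0-2 h peaks were found in CLAMP RNAi 0-2 h in 67.3% (66.6% to 68.1%) and in control 2-4 h in 70.2% (69.5% to 70.9%). Control 2-4 h peaks were found in CLAMP RNAi 2-4 h in 53.5% (52.7% to 54.3%), in control 0-2 h in 70.8% (70.1% to 71.5%) and in CLAMP RNAi 0-2 h in 72.6% (71.9% to 73.3%). CLAMP RNAi 2-4 h peaks were found in the other lists in 50.9% to 54.6%.

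Merging overlapping peaks of the 4 lists gave 42156 regions. Of these, 8359 (19.8%) held a peak of each list and 6392 held peaks of each list except CLAMP RNAi 2-4 h. Regions with a peak of a single list numbered 7692 for control 0-2 h, 4227 for CLAMP RNAi 2-4 h, 3777 for control 2-4 h and 3165 for CLAMP RNAi 0-2 h. Regions found in both control lists and in neither CLAMP RNAi list numbered 2690, and regions found in both CLAMP RNAi lists and in neither control list numbered 371. The X held 30.7% (29.8% to 31.7%) of the regions common to the 4 lists, 18.4% (17.0% to 20.0%) of the regions of both control lists alone, and 17.2% (16.4% to 18.1%) of the regions of control 0-2 h alone.

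**Figure D4:**
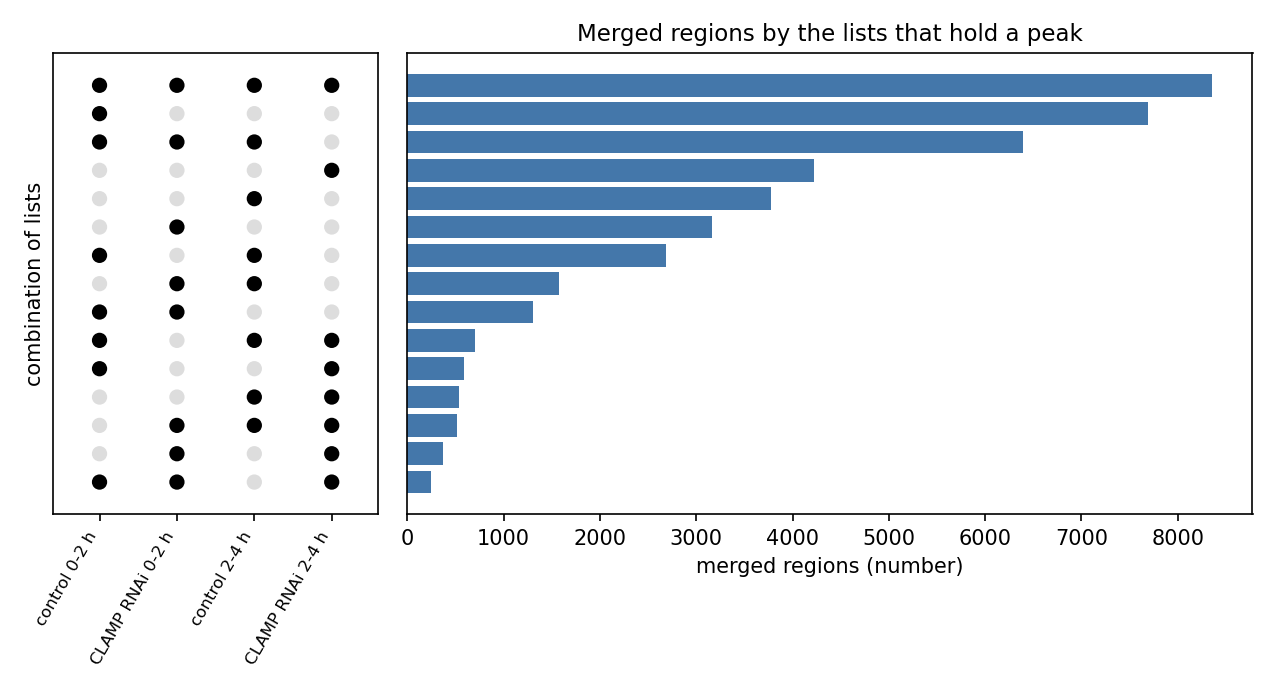
Number of merged regions (horizontal axis of the bars) for each combination of lists (black dots mark the lists with a peak). The 8359 regions common to the 4 lists form the longest bar, followed by 7692 regions of control 0-2 h alone.

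Peak midpoints were not concentrated at gene ends. Within 500 bp of either end of a gene lay 17.0% (16.6% to 17.5%) of midpoints in control 0-2 h, 16.5% (16.0% to 17.0%) in CLAMP RNAi 0-2 h, 17.4% (17.0% to 17.9%) in control 2-4 h and 16.8% (16.2% to 17.4%) in CLAMP RNAi 2-4 h. Random positions on the same chromosomes gave 17.8% to 17.9%. The ratio to random positions was 0.955, 0.923, 0.975 and 0.942 in the same order, and only that of control 2-4 h had an interval (0.949 to 1.001) that reached 1. A window of 200 bp moved the ratio most, to 1.02 in CLAMP RNAi 2-4 h (interval 0.973 to 1.08), so the ratio below 1 did not hold there. The ratio also depends on the reference. Within 500 bp and with the lists pooled, midpoints shifted along each large arm gave a higher mean than unshifted ones. On the X this was 16.55% against 14.7%, and on 3R 19.55% against 16.74%. Shifts were not run for single lists. Inside genes and away from their ends lay 60.8% of midpoints in control 0-2 h, against 57.0% of random positions. Of 17684 genes, 5602 had a midpoint within 500 bp of an end in control 0-2 h, 4389 in CLAMP RNAi 0-2 h, 5184 in control 2-4 h and 3265 in CLAMP RNAi 2-4 h. Genes common to control and CLAMP RNAi numbered 3211 at 0-2 h and 2136 at 2-4 h. The table of genes has no strand, so either end counted.

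Among the loci fixed in advance, the RNAi target gene Clamp on 2L carried strong peaks in the control lists and in CLAMP RNAi 0-2 h. The strongest lay at 22166579 to 22167499 in control 0-2 h (score 2737, at or above 98.5% of that list), at 22166560 to 22167417 in CLAMP RNAi 0-2 h (score 1724, 96.7%) and at 22166545 to 22167433 in control 2-4 h (score 17569, 99.3%). In CLAMP RNAi 2-4 h the only Clamp peak lay at 22166717 to 22167239 (score 50, 79.1%). Expression of Clamp was not measured in these samples. The non-coding RNA genes roX1 and roX2 on the X, whose RNAs are part of the complex, carried few peaks. At roX1 there were 2 peaks in control 0-2 h, 1 in CLAMP RNAi 0-2 h, 3 in control 2-4 h and 1 in CLAMP RNAi 2-4 h, and the highest ranked at or above 24.0%, 24.2%, 37.8% and 85.7% of the list. At roX2 there was 1 peak in CLAMP RNAi 0-2 h and 2 in control 2-4 h, the stronger at X 11578624 to 11579116 (score 101, 63.1%), and 0 in control 0-2 h and CLAMP RNAi 2-4 h. The gene mle itself had 0 peaks in each of the 4 lists. At msl-2 the strongest peak lay at 2L 3465720 to 3466110 in control 2-4 h (score 1049, 93.5%), with 0 peaks in CLAMP RNAi 2-4 h. At msl-1 a peak at 2L 18688299 to 18688681 in control 2-4 h (score 630, 90.4%) had counterparts in the other lists. These had scores of 129 (80.0%) in control 0-2 h and 141 (76.3%) in CLAMP RNAi 0-2 h. In CLAMP RNAi 2-4 h the counterpart was a weak peak of the lowest width, 200 bp (score 17, 15.8%). The gene msl-3 had 2 peaks, both in CLAMP RNAi 0-2 h, and mof had 1, 2, 1 and 1 peaks in the 4 lists. Of the sex determination genes, Sxl carried 12 peaks in control 0-2 h, 13 in CLAMP RNAi 0-2 h, 10 in control 2-4 h and 7 in CLAMP RNAi 2-4 h. The strongest Sxl peak ranked at or above 80.8%, 84.3%, 81.3% and 99.2% of the list in that order, the last at X 7075181 to 7075833 (score 1208). At tra there were 1, 0, 2 and 0 peaks. At dsx there were 15 peaks in control 0-2 h, 9 in CLAMP RNAi 0-2 h, 8 in control 2-4 h and 2 in CLAMP RNAi 2-4 h. At fru the numbers were 45, 36, 41 and 25.

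The strongest peak shared by control and CLAMP RNAi at both ages lay at 3R 4919031 to 4919411 in Cdep, with a score of 1581088 in control 0-2 h and 2999688 in control 2-4 h. The next lay in spok, at 3R 3344683 to 3345092 in control 0-2 h and 3344681 to 3345093 in control 2-4 h. The strongest control 0-2 h peaks without a CLAMP RNAi 0-2 h peak lay at X 5786155 to 5786535 in CG42699 (score 955, rank 1088) and at 2R 9592943 to 9593323 in clos (score 363, rank 2451). Both had a control 2-4 h peak, and the former also had a CLAMP RNAi 2-4 h peak. The strongest CLAMP RNAi 0-2 h peaks without a control 0-2 h peak lay at 3R 30905812 to 30906189 near lncRNA:CR46220 (score 9649, rank 175) and at 3R 5188550 to 5188916 in cno (score 4322, rank 343), and both were found in control 2-4 h. At 2-4 h, the strongest control peaks without a CLAMP RNAi peak lay at X 5788673 to 5789078, again in CG42699 (score 77317, rank 30), and at 3L 8676863 to 8677228 in hry (score 31753, rank 86). Both were found in control 0-2 h and in CLAMP RNAi 0-2 h. The strongest CLAMP RNAi 2-4 h peaks without a control 2-4 h peak lay at 3R 28377980 to 28378359, with Or98b as the nearest gene (score 3654, rank 40), and at 3R 30538872 to 30539253 in tmod (score 832, rank 191). Neither was found in another list.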

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

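Of the tests in this part, the one on the Y was fixed before its result was seen, and the tests on peak width, on the X share and on the fitted background were chosen after their results had been seen. Each item below had a CLAMP RNAi minus control difference that pointed one way at 0-2 h and the other way at 2-4 h. With 1 list per group, the difference between ages was not tested.

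Median peak width differed by 2.0 bp between CLAMP RNAi and control at 0-2 h and by -130.0 bp at 2-4 h. Peaks at the lowest width, 200 bp, made up 36.6% of CLAMP RNAi 2-4 h and 12.4% of control 2-4 h, against 19.1% of CLAMP RNAi 0-2 h and 21.9% of control 0-2 h. A candidate explanation is a low depth of the CLAMP RNAi 2-4 h list, whose fitted background was 0.0485 of that of control 2-4 h, since with few fragments only the core of a site passes a threshold. In the top score decile the median widths differed by -2.0 bp, but the top deciles of the lists all sit near 381 bp, the commonest width over 300 bp, so this comparison decides little. Depth and genotype cannot be told apart here, because the single list of low background is also the CLAMP RNAi 2-4 h list. Other calling settings for that list were not tested and stay open as well. An effect of CLAMP on the extent of MLE sites after the transition stays open and untested.

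The Y held 0.430% of intervals in control 0-2 h and 0.429% in CLAMP RNAi 0-2 h, a difference of -0.000593 points. It held 0.489% in control 2-4 h and 0.688% in CLAMP RNAi 2-4 h, a difference of 0.198 points that rests on 123 and 110 intervals. A lower depth of the CLAMP RNAi 2-4 h list, of which the fitted background is the only measure here, may account for this if weaker peaks elsewhere dropped out of the shorter list first. Other calling settings would shorten a list as well and were not tested. In the 16000 strongest intervals of each list the difference fell to 0.0813 points, and the CLAMP RNAi value lay within the control interval of 0.492% to 0.739%. Reads shared between repeated sequences on the Y were not tested, and a biological difference remains open.

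Among the 5000 strongest peaks the X share differed by 0.88 points between CLAMP RNAi and control at 0-2 h (-0.955 to 2.71) and by -2.02 points at 2-4 h (-3.84 to -0.202). Among the 15890 strongest peaks the differences were 0.9503 points (-0.0250 to 1.93) and -0.894 points (-1.87 to 0.0787). Of these 4 intervals, 1 excludes 0 with the order of equal scores used here. Over 15 list lengths from 1000 to 15000 peaks, the 2-4 h difference ran from -2.16 to -0.35 points and was below 0 in each, while the 0-2 h difference was above 0 in 14 and below 0 in 1. These list lengths are nested and are not independent. The order of equal scores decides this for some of the 4 intervals. Over 100 random orders, the 2-4 h difference at 5000 peaks ran from -2.44 to -1.6 points and its interval excluded 0 in 91, and the 0-2 h difference at 15890 peaks ran from 0.875 to 1.12 points and its interval excluded 0 in 56. For the 0-2 h difference at 5000 peaks and the 2-4 h difference at 15890 peaks it did so in 0 of 100 orders. Counting error in the 2-4 h lists cannot be told apart from a small difference, because the upper limit at 15890 peaks, 0.0787 points, lies just above 0. The coarse score steps of CLAMP RNAi 2-4 h, which rank peaks less finely, and a loss of strong X sites without CLAMP after the transition both stay open.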

How the results depend on the processing

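The 24 results had 93 alternatives, of which 27 stayed within the counting error or, for counts, within 1.5 times, and 66 moved beyond it. The X minus autosome differences kept their sign. The alternatives by score, by midpoint and by width were chosen after the data were examined. The cause was not tested except where the construction of an alternative gives it. No paired analysis was possible because each group has 1 list and the labels number no replicates. The planned cutoffs on the p-value column, the planned distance between summits, the GA-repeat share and the classes of promoter, UTR and exon were not run, for want of those columns, a sequence and a strand. The upper 50% of scores fixes the number of peaks by construction and was not counted as an alternative there.

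Peak numbers stayed within 1.5 times under the deposited lines, merging within 200 bp and leaving out peaks 376 to 382 bp wide. A score of at least 50 left 14022 peaks in control 0-2 h, 13157 in CLAMP RNAi 0-2 h, 15549 in control 2-4 h and 3887 in CLAMP RNAi 2-4 h, and fewer peaks by construction.

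The X share stayed above 17.6% in each alternative, but the order of CLAMP RNAi and control did not hold at 2-4 h, where the difference of 1.68 points over all peaks became -0.894 in lists of equal length. By covered bases it was 25.4% in control 0-2 h, 27.6% in CLAMP RNAi 0-2 h, 26.1% in control 2-4 h and 28.0% in CLAMP RNAi 2-4 h. In the upper 50% of scores it was 27.3%, 29.0%, 28.4% and 28.5% in that order, and in the 1000 strongest peaks 35.4%, 34.8%, 35.6% and 33.6%. In lists of 15890 peaks it was 26.4% in control 0-2 h, 27.4% in CLAMP RNAi 0-2 h and 27.1% in control 2-4 h. Without peaks 376 to 382 bp wide it moved in control 2-4 h, to 25.2%.

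The share of control peaks found in CLAMP RNAi at 0-2 h was 49.5% with 50% overlap of both peaks, 55.3% with midpoints within 200 bp, 67.3% in lists of equal length, 81.9% in the upper 50% of scores and 43.2% without peaks 376 to 382 bp wide. At 2-4 h these settings gave 32.8%, 38.4%, 53.5%, 60.6% and 31.7%. The share of control 0-2 h peaks found in control 2-4 h was 56.6%, 61.9%, 70.2%, 86.8% and 47.2% under the same settings.

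CLAMP RNAi peaks without a control peak at 0-2 h made up 37.8% with 50% overlap, 30.5% with midpoints within 200 bp, 31.7% in lists of equal length, 8.32% in the upper 50% of scores and 41.9% without peaks 376 to 382 bp wide. At 2-4 h the values were 48.4%, 39.5%, 45.4%, 20.3% and 54.5%. Control 2-4 h peaks without a control 0-2 h peak made up 36.1%, 30.1%, 29.2%, 7.80% and 40.9%. In each of these alternatives, the overlap of control and CLAMP RNAi was lower at 2-4 h than at 0-2 h.

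The X minus autosome difference in the share of control peaks found was, at 0-2 h, 10.6 points in lists of equal length, 7.68 in the upper 50% of scores, 14.2 without peaks 376 to 382 bp wide and 6.16 when standardised over score deciles. At 2-4 h it was 8.90 points with 50% overlap, 8.44 in the upper 50% of scores and 4.52 when standardised. Both standardised values lie within the range of shifted placements standardised alike. Because that reference takes no peak as truly shared, it does not show whether an excess over chance remained after standardising.

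At gene ends, the ratio to random positions moved in CLAMP RNAi 2-4 h with a window of 200 bp, to 1.02. Numbers of genes scale with the window by construction. Within 200 bp there were 2576 genes in control 0-2 h, 2029 in CLAMP RNAi 0-2 h, 2444 in control 2-4 h and 1626 in CLAMP RNAi 2-4 h, and within 1000 bp 8758, 6991, 8078 and 5288.

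The 2-4 h comparison is the most limited. With a fitted background of 1.06 in CLAMP RNAi 2-4 h, from low depth or from other calling settings, the lack of a counterpart there does not show by itself that a site was lost.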

Other observations

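Of the tests in this part, the one on crowding was fixed before its result was seen, and the others were chosen after the data had been seen.

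Control peaks without a CLAMP RNAi peak may be peaks near the calling threshold that come and go between any pair of lists. At 0-2 h, 99.9% of the top score decile of control had a CLAMP RNAi peak, while 27.2% of the lowest decile did, and control 0-2 h looked up in control 2-4 h ran from 32.4% to 100%. In the decile below the highest the shares were 97.7% in CLAMP RNAi 0-2 h and 99.0% in control 2-4 h. At 2-4 h peaks near the threshold of the control list do not account for the whole pattern, since strong control peaks were missing too. Strength in control does not give the distance from the threshold in CLAMP RNAi 2-4 h, a list of far lower fitted background. Strong control peaks near the threshold of that list are therefore not excluded. Of the top decile of control 2-4 h, 94.2% (93.2% to 95.1%) had a CLAMP RNAi 2-4 h peak and 99.96% (99.8% to 100%) a control 0-2 h peak, and in the decile below the shares were 74.6% and 99.4%. The top decile of CLAMP RNAi 0-2 h, which shares the genotype but not the age, was found in CLAMP RNAi 2-4 h in 94.5%. Fewer peaks in CLAMP RNAi 0-2 h than in control 0-2 h could come from lower depth, but the fitted background was 1.25 times that of the control. With a lowest ratio of 0.963 allowed by the fit error, and because background is not the number of reads, depth cannot be told apart from genotype for the number of peaks at 0-2 h.

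The lower share of control peaks found with CLAMP RNAi at 2-4 h than at 0-2 h may come from lower depth of the CLAMP RNAi 2-4 h list, whose fitted background was 0.0485 of that of the control. A simple model went further than the data. If each control 2-4 h peak on the score steps had kept its fold over background and only the background had changed, 2.94% would have been found in CLAMP RNAi 2-4 h, whereas 24.9% were. The same model gave 94.3% for control 0-2 h peaks in CLAMP RNAi 0-2 h, where 45.5% were found, and 98.7% for control 0-2 h peaks in control 2-4 h, where 53.9% were found. For control 2-4 h peaks in control 0-2 h it gave 71.4%, where 62.4% were found. For CLAMP RNAi 0-2 h peaks in control 0-2 h it gave 85.7%, where 65.2% were found. Shortfalls thus appeared between the control lists as well as between genotypes at 0-2 h, and their size depended on the direction. The model takes no account of peaks that passed the threshold by chance. Nor does it count chance overlap, which the observed shares include. Shifted placements put that at 7.96% for all control 2-4 h peaks in CLAMP RNAi 2-4 h. A different ratio of signal to background between libraries and other calling settings for CLAMP RNAi 2-4 h are further open explanations. A loss of MLE sites without CLAMP after the transition remains open.

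If the genotype made a larger difference between lists than all else, control 2-4 h would share more peaks with control 0-2 h than with CLAMP RNAi 0-2 h. In lists of equal length it shared 1.77 points more (paired interval 1.05 to 2.49) with CLAMP RNAi 0-2 h. Of 15890 control 2-4 h peaks, 1850 were found in CLAMP RNAi 0-2 h alone and 1569 in control 0-2 h alone. CLAMP RNAi 0-2 h peaks were found in control 2-4 h in 73.0%, in control 0-2 h in 68.3% and in CLAMP RNAi 2-4 h in 51.4%, the last a list of low fitted background with which each of the other lists shared least. Other comparisons went the other way. In lists of equal length, control 0-2 h peaks were found in control 2-4 h in 70.2% and in CLAMP RNAi 0-2 h in 67.3%. Over whole lists, control 2-4 h peaks were found in control 0-2 h in 74.1% and in CLAMP RNAi 0-2 h in 68.3%, although control 0-2 h is the longer list. The order of similarity thus depends on the list taken as reference and on list length, and a genotype difference at 0-2 h cannot be told apart from the other differences between these lists.

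The X excess of peaks was uneven over the score scale. Among weak peaks on the score steps, the X held 17.95% (17.42% to 18.5%) in control 0-2 h and 20.0% (19.37% to 20.67%) in CLAMP RNAi 0-2 h. It held 19.5% (18.84% to 20.1%) in control 2-4 h and 18.4% (17.63% to 19.11%) in CLAMP RNAi 2-4 h. These shares were near the 17.59% of the arms by length, but above it by more than counting error in each list except control 0-2 h. Because the X has a lower copy number than the autosomes in males, a share near that by length does not show that an X excess is absent. Among weak peaks with scores between the steps, the X held 45.2%, 48.8%, 40.9% and 45.4%. The lowest difference over the 4 lists was 21.5 points. Scores between steps are what a raised local background would give. A candidate explanation is that much of the X excess over its share by length among weak peaks lies in stretches of raised background. This would apply to control and CLAMP RNAi lists alike. Peaks above the steps were also X-rich, at 31.7% in control 0-2 h, 32.6% in CLAMP RNAi 0-2 h, 30.8% in control 2-4 h and 32.4% in CLAMP RNAi 2-4 h. They numbered 5656, 5718, 7782 and 1248 in that order, against 2961, 2113, 1817 and 3975 between the steps. The split by steps does not show whether a raised background lies behind them. The peak lists cannot show whether stretches of raised background reflect broad MLE binding on the X or a technical property of the X. Openness to the nuclease would be such a property, and no library without the antibody was analysed here.

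A very strong peak nearby might raise the local background, but without peaks that have a peak of score 1000 or more within 5000 bp, the X share between steps still exceeded that on the steps by at least 23.9 points. Crowding of peaks might do so as well. At the same number of other peaks within 5000 bp, weak X peaks lay between steps more often than weak autosome peaks, by 13.7 points in control 0-2 h, 10.5 in CLAMP RNAi 0-2 h, 6.57 in control 2-4 h and 16.1 in CLAMP RNAi 2-4 h. The lowest of these, 6.57 points, had an interval of 5.16 to 7.99. Neither explanation accounts for the whole of the pattern. Crowding accounts for a part of it, since the unmatched shares in control 0-2 h were 27.5% of X peaks and 9.16% of autosome peaks, against 27.5% and 13.8% when matched.

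The commonest peak width was the lowest, 200 bp, with 6191 peaks in control 0-2 h, 4297 in CLAMP RNAi 0-2 h, 3098 in control 2-4 h and 5814 in CLAMP RNAi 2-4 h. Widths over 300 bp had a sharp edge. Peaks of 381 bp numbered 1781 in control 0-2 h, 1635 in CLAMP RNAi 0-2 h, 2099 in control 2-4 h and 914 in CLAMP RNAi 2-4 h, and peaks of 382 bp 349, 357, 496 and 191, a ratio of at least 4.23. Peaks 376 to 382 bp wide made up 40.5% of the top score decile of control 0-2 h and 5.77% of the lowest. Of 282 intervals with the same start and end in all 4 lists, 219 were 381 bp wide. A candidate explanation is very short fragments at fixed positions that were extended to 200 bp from both ends, and the extension used is not stated. No biological explanation was tested. These peaks do not account for the X excess, as the X share among them differed from that of other peaks by -0.83 points or less in each of the 4 lists.

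The strongest control peaks without a CLAMP RNAi peak lay in the same gene, CG42699 on the X, at both ages. The former was missing from CLAMP RNAi 0-2 h and the latter from CLAMP RNAi 2-4 h, and each was present in the other 3 lists. The former was 381 bp wide, the common width described above. No explanation of this was tested.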
